A study of Mus musculus with 2 samples.

How the data were processed

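The measurements are gene counts of single cells from the thymus of adult C57BL/6 mice. Per the labels' protocols, the organ was digested enzymatically, cells positive for surface CD64 were sorted by flow cytometry, and libraries were made with the 10x Genomics Chromium 3′ gene expression chemistry and sequenced on an Illumina NovaSeq instrument. This chemistry primes on the poly(A) tail and tags each captured molecule with a UMI, so that copies made by PCR are counted once. It reads only the 3′ end of a transcript, and free RNA in the cell suspension can enter any droplet.

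The authors deposited raw UMI counts per gene and barcode for both libraries. Per the file headers, the counts were made with Cell Ranger 6.0.0 for the 2021 library and 8.0.0 for the 2024 library. The genome build and the annotation are not stated, so no coordinates are printed. Newer Cell Ranger versions count intronic reads by default, but no header or label records the setting, and a difference in depth or detected genes between the libraries can therefore come from the software as well as from the sample or the sequencing. No barcode of either library had fewer than 500 UMIs, so barcodes had been selected before deposition. Gene identifiers, symbols and barcodes of the 2021 library come from its deposited lists.

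The labels give a single group of 2 libraries. Year is a batch of 1 library each, and apart from depth and the numbers of barcodes and detected genes, which are given for each library, the years were not compared. The 2024 counts have 33696 gene rows and the 2021 gene list has 32285, and no list of gene names was used for the 2024 library. By a rule set before the data were examined, that library gives depth and cell numbers only. The tests planned on sums from both libraries (edgeR's quasi-likelihood test and camera with library as a block) could not be run on 1 library, and no p-values were computed. Gene-level values are given with exact binomial or Poisson intervals at the 95% level. Of the 2815 barcodes of the 2024 library, 2803 had at least 500 UMIs and 300 genes.

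Cells of the 2021 library were kept with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs, which 3188 of 3214 barcodes passed. The median mitochondrial share was 0.785%. Scrublet, as implemented in scanpy 1.11.5 with an expected rate of 6%, called 3 doublets (0.0941%) at its automatic threshold of 0.523. They were removed. So few calls leave most doublets in place if the expected rate is right, and an alternative removed the 6% of cells with the highest scores. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and Leiden clustering (igraph 0.11.9) was run on 15 neighbours at resolution 0.5. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

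Clusters were named from marker lists of 14 cell classes fixed before the data were examined. A class name needed at least 3 raised markers and no other class with more markers among the 10 leading genes by fold. A cluster whose median depth was below that of all kept cells divided by 3 needed a marker of its class among those genes. Raised meant a log2 ratio of at least 1 against all other cells, with 10 CPM (UMIs of a gene per 1e6 UMIs of the same cells) added to both sides, and at least 3 UMIs. These last details were set after a first look at the clusters. They bear on an unnamed cluster of 45 cells (1.41% of kept cells) with raised C1q genes, and an alternative added it to the macrophage-like cells. Names are rebuilt here and can differ from those of the study.

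Timd4 and Cx3cr1 gates used raw UMIs in macrophage-like cells. For shares, each cell was thinned without replacement to 2000 UMIs and shallower cells were left out. The gates and the table of classes were thinned in separate random draws, so that the share of macrophage-like cells with a Cx3cr1 UMI was 32.8% in the former and 34.3% in the latter. For the gate comparison, unthinned counts were summed per gate and expressed as CPM. A gene with 0 UMIs in 1 gate was set to a floor of 3 counts, a rule fixed after the data had been seen. Genes entered with 15 or more UMIs in total and a level in at least 1 gate equal to 10 counts in a gate of median size, which left 5043. The named genes are the 5 with the largest log2 ratio in each direction among genes with at least 50 CPM in the higher gate. Genes of ribosomal proteins, mitochondria and immunoglobulin or T cell receptor segments are not named, and a gene that met the rule is not reported here. Genes of the fixed lists are given only where a list is spoken of, as examples picked after their values were seen.

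Gene lists for MHC class II, dying cell uptake, iron and haem, lysosome, resident macrophages, recent monocyte origin, cell cycle, interferon, chemokines and thymocytes were fixed beforehand. Some share genes with the cell class markers. The percentile of a list median is its place among 10000 random lists of equal size, drawn from 20 bins of mean expression. Its counting interval comes from 1000 Poisson draws of the sums. On simulated counts for this gate comparison with 4918 genes entering, 186 of 200 genes changed 4-fold entered and 181 of them (97.3%) had the right direction. Of 100 unchanged lists 5 fell outside the middle 95% of random lists, and 20 of 20 changed lists lay above it.

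The alternatives were a stricter cell filter (1000 UMIs, 500 genes, 5% mitochondrial UMIs), no cell filter, doublets kept, resolution 1.0, macrophage-like cells chosen by their own UMIs (at least 3 of C1qa, C1qb and C1qc, and 1 of Csf1r, Adgre1, Mertk or Fcgr1), no thinning, thinning to 1000 UMIs, a gate at 2 UMIs, thymocyte genes and cells with at least 5 thymocyte UMIs left out, median-of-ratios scaling, no gene filter, and at least 10 counts in every sum. Chosen after the data were seen were the removal of the highest doublet scores, the addition of the low-UMI C1q cluster, the larger macrophage-like cluster alone, resolution 1.0 for the gate results, each named gene without its leading cell, the cell-cycle list without the Timd4-gate cell with at least 5 thymocyte UMIs, and 100 other thinning draws for the overlap.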

Results

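Single-cell RNA-seq was performed on cells of the adult C57BL/6 mouse thymus, the organ in which T cells mature. The cells had been sorted on surface CD64, the high-affinity IgG Fc receptor encoded by Fcgr1 (ENSMUSG00000015947), which is carried by macrophages and many monocytes. The labels describe 2 libraries of this population, from 2021 and from 2024, with no other difference between them. They were therefore treated as 2 replicates of 1 group. The series title places the work in the question of how heterogeneous thymic macrophages are and where they come from.

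The 2021 library held 3214 barcodes and 8534578 UMIs (unique molecular identifiers, each a counted transcript molecule) over 32285 gene rows. Its median was 2157.5 UMIs per barcode (range 502 to 18653) and 886 detected genes (range 204 to 3644). The 2024 library held 2815 barcodes and 24569270 UMIs over 33696 gene rows, of which 22075 had at least 1 UMI. Its median was 5312 UMIs (range 505 to 107639) and 2389 detected genes (range 24 to 9794). Median depth per barcode was thus 2.46 times higher in the 2024 library. Because the numbers of gene rows differ, the gene list of the 2021 library could not be placed on the 2024 counts. Every gene-level value below therefore comes from the 2021 library alone, and there are no replicates for it. No test was run and no p-value is given. Intervals are 95% exact binomial intervals for shares and exact Poisson intervals for UMI levels, and they cover counting error only.

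**Figure D1:**
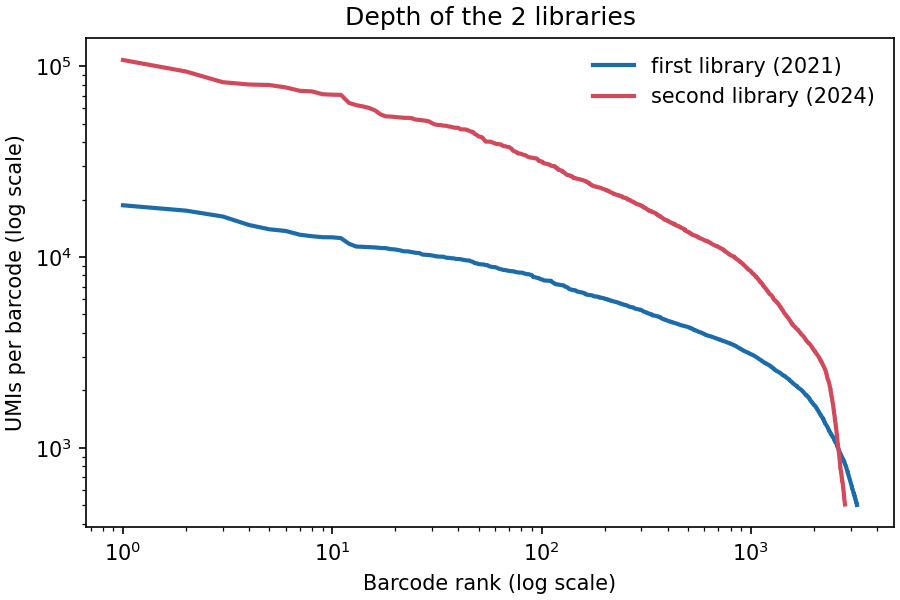
UMIs per barcode (y axis, log scale) against the rank of the barcode (x axis, log scale), 1 line per library. The 2024 library lies above the 2021 library over most ranks, with medians of 5312 and 2157.5 UMIs, and the lines cross among the shallowest barcodes.

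The first comparison asked which cell types the CD64 sort had carried into the library. Of the 3214 barcodes, 3188 passed the cell filter and 3185 were kept after doublet calling. They formed 13 clusters, which were named from markers fixed before the data were examined. Conventional dendritic cell (DC)-like cells made up 23.6% of the kept cells (753 cells, interval 22.2 to 25.2%). Neutrophil-like cells followed at 15.9% (508 cells, 14.7 to 17.3%) and monocyte-like cells at 14.3% (457 cells, 13.1 to 15.6%). Macrophage-like cells made up 13.8% (438 cells, 12.6 to 15%). T lineage-like cells made up 11.4% (363 cells), natural killer (NK) and innate lymphoid (ILC)-like cells 9.48% (302 cells) and B lineage-like cells 6.75% (215 cells). The remaining 4.68% (149 cells) were in 2 unnamed clusters. The first unnamed cluster, of 104 cells, was led by cell-cycle genes and had a median of 6042.5 UMIs. The other, of 45 cells, was led by Pf4 and Prg4 and had a median of 681 UMIs. It made up 1.41% of the kept cells (1.03 to 1.89%). The macrophage-like share moved most under a stricter cell filter, to 16.9%.

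Transcripts of the sorted marker were unevenly spread over these classes. Fcgr1 stood at 114 CPM (UMIs of a gene per 1e6 UMIs of the same cells) in macrophage-like cells (167 UMIs, 97.3 to 133) and at 69.7 in monocyte-like cells (67 UMIs, 54.0 to 88.5). The other 5 named classes together held 30 Fcgr1 UMIs, or 5.59 CPM (3.77 to 7.99), in 2141 cells. These 5 classes made up 67.2% of the kept cells. The transcript level does not measure the surface protein on which the cells were sorted.

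**Figure D2:**
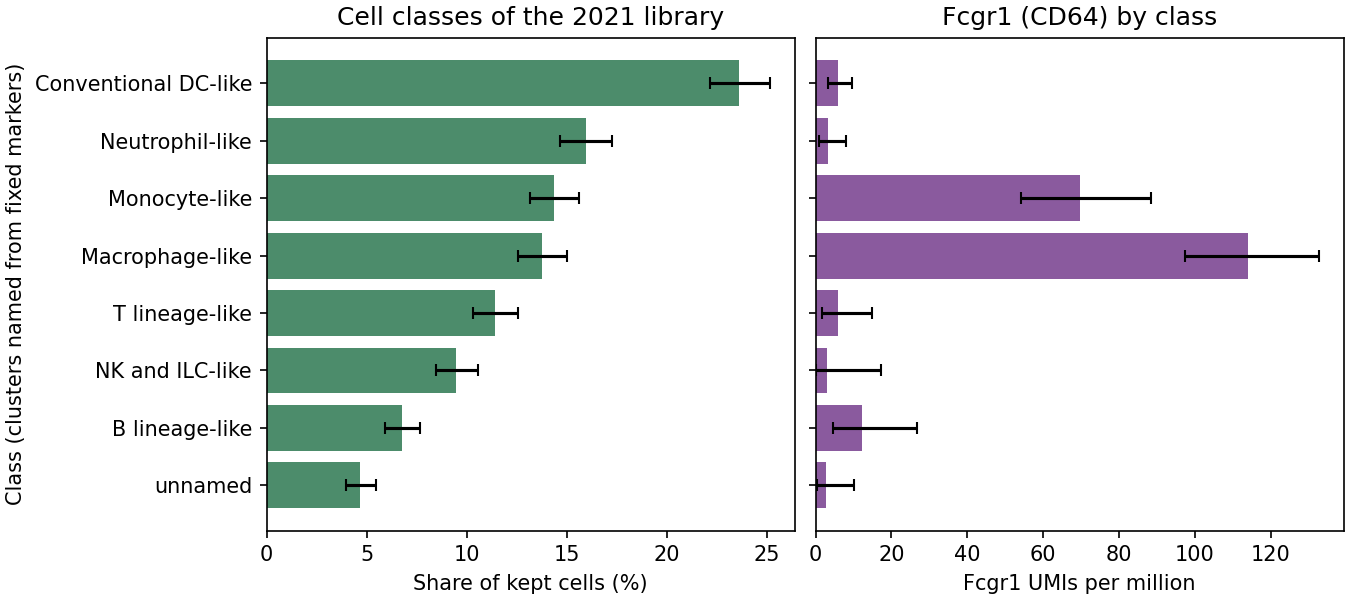
Left, share of the 3185 kept cells of the 2021 library in each class (x axis, percent). Right, Fcgr1 CPM in the same classes (x axis). Bars are values and lines are 95% exact binomial (left) or Poisson (right) intervals. The macrophage-like and monocyte-like classes stand apart in Fcgr1, at 114 and 69.7 CPM.

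The macrophage-like class joined 2 clusters. The larger, of 364 cells, was led by chemokine, interferon-response and complement genes (Ccl12, Retnla, Cxcl9, Cfb, Ly6i and Cxcl10 were its 6 leading genes by fold). The smaller, of 74 cells, was led by genes that included Gdf15, Vcam1, Saa3, Spic, Rhob, Slc40a1 and Mertk.

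The next comparison concerned Timd4 (ENSMUSG00000055546) and Cx3cr1 (ENSMUSG00000052336), a phosphatidylserine receptor and a chemokine receptor by which macrophage subsets are often told apart. Timd4 stood at 35.5 CPM in macrophage-like cells (52 UMIs, 26.5 to 46.5), with a UMI in 9.13% of cells (40 of 438). Its level was similar in conventional DC-like cells, at 40.9 CPM (106 UMIs, 33.5 to 49.5). There 7.04% of cells (53 of 753) had a UMI. The macrophage-like level pools unequal clusters, since the smaller of them alone stood at 138 CPM (32 UMIs, 94.1 to 194). The unnamed cluster of 45 cells stood at 205 CPM (10 UMIs, 98.2 to 377), with a UMI in 8 cells. After thinning to 2000 UMIs per cell the shares were 5.12% of 332 macrophage-like and 5.78% of 675 DC-like cells. Neutrophil-like cells served as the class that should lack both genes. None of the 508 neutrophil-like cells had a Timd4 UMI, which allows a share of up to 0.591% if 3 counts are taken as the limit (0.724% by the exact interval). Median depth was 2763.5 UMIs in macrophage-like, 3344 in DC-like and 1713.5 in neutrophil-like cells. Monocyte-like cells held 7 Timd4 UMIs and T lineage-like cells 2.

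Cx3cr1 stood at 254 CPM in macrophage-like cells (373 UMIs, 229 to 282) and at 289 in monocyte-like cells (278 UMIs, 256 to 325). It stood at 13.4 in neutrophil-like cells (17 UMIs, 7.79 to 21.4). A Cx3cr1 UMI was found in 42.2% of macrophage-like cells (185 of 438) and in 1.77% of neutrophil-like cells (9 of 508). After thinning these shares were 34.3% and 1.92%, so detection in macrophage-like cells lay far above the background class at equal depth.

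Macrophage-like cells were then divided by the UMIs of these genes. The Timd4 gate takes cells with a Timd4 UMI and no Cx3cr1 UMI, and the Cx3cr1 gate takes the converse. Of 332 cells thinned to 2000 UMIs, with 106 shallower cells left out, 15 fell in the Timd4 gate (4.52%, 2.55 to 7.34%). The Cx3cr1 gate took 107 (32.2%, 27.2 to 37.5%), 2 had both genes (0.602%, 0.0730 to 2.16%) and 208 had neither (62.7%). Without thinning, 31 of 438 cells fell in the Timd4 gate (7.08%), 176 in the Cx3cr1 gate (40.2%), 9 had both (2.05%) and 222 had neither. Choosing macrophage-like cells by their UMIs in place of clusters moved the Timd4 gate most, to 9.14%. The Cx3cr1 gate moved most under thinning to 1000 UMIs, to 21.0%.

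Independent detection of the genes would have given 5.58 thinned cells with both. The 2 observed cells correspond to a ratio of 0.358 (0.0434 to 1.28), an interval that includes 1. Unthinned, 9 cells were observed against 16.9, a ratio of 0.533 (0.245 to 1.0). Each interval divides the binomial interval of the share with both genes by the expected share, which was taken as known. Unthinned, only 40 cells had a Timd4 UMI, and an interval given those cells was not computed and could be narrower. Thinning to 1000 UMIs left no cell with both genes out of 424, where 2.94 would be reached by independent detection. Whether the interval built in this way reached 1 depended on the thinning draw and on the cells chosen. In 100 other draws from the same cells the ratio ran from 0 to 0.787, and its upper limit lay below 1 in 22. Among 7 other choices of cells the ratio was below 1 in all 7, and its upper limit lay below 1 in 3.

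Expression was next compared between the gates, to ask which programmes go with Timd4 and which with Cx3cr1. Raw counts were summed over the 31 cells of the Timd4 gate (96744 UMIs, median 2426 per cell) and the 176 cells of the Cx3cr1 gate (681679 UMIs, median 3297.5). These sums leave out the gating genes themselves. The gates differed in cluster makeup, because 19 of the 31 Timd4-gate cells (61.3%) but only 15 of the 176 Cx3cr1-gate cells (8.52%) belonged to the smaller macrophage-like cluster. They also differed in a core macrophage marker. C1qa was counted in 30 of the 31 Timd4-gate cells and in 92 of the 176 Cx3cr1-gate cells, although the latter were deeper in the median. Across the 5043 genes compared, median-of-ratios scaling would lower every log2 ratio by 0.33 relative to scaling by total UMIs.

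Under the naming rule, 4 genes are reported among those with the largest log2 ratio of Timd4 gate over Cx3cr1 gate. Dmpk (ENSMUSG00000030409) had 13 UMIs in the Timd4 gate and 4 in the Cx3cr1 gate. This is 134 (71.5 to 230) against 5.87 (1.60 to 15) CPM, a log2 ratio of 4.52 (2.82 to 6.59). Ube2c (ENSMUSG00000001403) had 15 and 7 UMIs, a log2 ratio of 3.92, from 3 Timd4-gate cells. Without the cell that held most of them its log2 ratio was 2.88. Alox15 (ENSMUSG00000018924) also had 15 and 7 UMIs, all from 1 cell in each gate. Fcna (ENSMUSG00000026938) had 11 UMIs in 8 Timd4-gate cells and 6 in the Cx3cr1 gate, a log2 ratio of 3.69 (2.13 to 5.41).

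In the other direction each of the 5 named genes had 1 UMI in the Timd4 gate, or 10.3 CPM (0.262 to 57.6), so their ratios carry wide counting intervals. This follows in part from the floor of 3 counts, which set genes with 0 UMIs in that gate to 31.0 CPM. At the same Cx3cr1-gate level such genes ranked below a gene with 1 UMI. The floor can also turn the direction. Adss, with 0 UMIs in the Timd4 gate and 18 in the Cx3cr1 gate, had a log2 ratio of 0.23. The list medians of the main comparison used no gene with 0 UMIs in either gate, but the random lists could. Ifi206 (ENSMUSG00000037849) had 75 UMIs in the Cx3cr1 gate, 110 CPM (86.5 to 138), with a log2 ratio of -3.41 (-8.73 to -0.89). Oasl2 (ENSMUSG00000029561) had 74 UMIs and a log2 ratio of -3.39 (-8.72 to -0.87). Ccl2 (ENSMUSG00000035385) had 71 UMIs and -3.33 (-8.66 to -0.81). Usp18 (ENSMUSG00000030107) had 64 UMIs and -3.18 (-8.51 to -0.65). Rbm42 (ENSMUSG00000036733) had 60 UMIs and -3.09 (-8.42 to -0.56), and within the larger macrophage-like cluster alone its log2 ratio was -0.38.

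Gene lists fixed before the data were examined were compared through the median log2 ratio of their members. Each median was set against 10000 random lists of the same size matched on expression, as a description of this library. The iron and haem list had the highest median, 1.94 over 12 genes (counting interval 1.55 to 2.29), above all of the random lists. Of its members 10 were higher in the Timd4 gate and 2 in the Cx3cr1 gate. Slc40a1 (ENSMUSG00000025993) stood at 744 CPM in the Timd4 gate (582 to 937) and 83.6 in the Cx3cr1 gate (63.3 to 108). Vcam1 (ENSMUSG00000027962) stood at 2005 (1733 to 2308) and 346 (303 to 393), and Spic (ENSMUSG00000004359) at 248 (159 to 369) and 30.8 (19.1 to 47.1). Hfe and Fth1 had log2 ratios of -0.15 and -0.31. Several of these genes lead the smaller macrophage-like cluster. Within the larger cluster alone, the setting that moved the list most, its median was 0.40.

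The dying cell uptake list had a median of 0.75 over 12 genes (0.42 to 0.99), above 99.57% of random lists. Mertk (ENSMUSG00000014361) had the largest log2 ratio of the 12 genes with enough counts, 2.54, and Axl (ENSMUSG00000002602) followed at 1.22. The lysosome list had a median of 0.51 over 17 genes (0.04 to 0.78), above 99.73% of random lists, with 10 members higher in the Timd4 gate and 7 in the Cx3cr1 gate. When macrophage-like cells were chosen by UMIs, these medians were 0.24 and 0.030. Within the larger macrophage-like cluster alone they were 0.46 and 0.10, above 91.47% and 65.5% of random lists. The choice by UMIs uses C1qa, C1qb, C1qc and Mertk, which are members of the dying cell uptake list. Its median of 0.24 may therefore be lowered in part by the choice itself.

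The interferon list had a median of -1.54 over 10 genes (-2.05 to -1.07), below all of the random lists, with 9 of 10 members higher in the Cx3cr1 gate. Isg15 (ENSMUSG00000035692) stood at 124 CPM in the Timd4 gate (64.1 to 217) and 571 in the Cx3cr1 gate (515 to 630). The chemokine list had a median of -0.89 over 7 genes (-1.94 to -0.55), with 0.04% of random lists below it. Ccl12, Cxcl9 and Cxcl10 of these lists also lead the larger macrophage-like cluster.

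All 7 genes of the major histocompatibility complex (MHC) class II list were lower in the Timd4 gate. The median was -0.79 (-0.98 to -0.67), with 0.01% of random lists below it. Cd74 (ENSMUSG00000024610) stood at 9437 CPM in the Timd4 gate (8835 to 10070) and 18748 in the Cx3cr1 gate (18424 to 19076). H2-Aa (ENSMUSG00000036594) stood at 3856 (3474 to 4267) and 6152 (5968 to 6342). Within the larger cluster alone the median was -0.13, above 11.71% of random lists.

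The list for recent monocyte origin had a median of -0.77 over 8 genes (-1.09 to -0.19), with 0.07% of random lists below it, while members such as Chil3 and Fn1 were higher in the Timd4 gate. Its direction changed to 0.051 when macrophage-like cells were chosen by UMIs. The cell-cycle list had a median of 0.97 over 6 genes (0.29 to 1.70), above 99.56% of random lists. A single Timd4-gate cell of 8576 UMIs held 29 of the gate's 71 cell-cycle UMIs. Without that cell alone the median was 0.042, above 51.38% of random lists. The resident list had fewer than 3 genes with enough counts and gives no value.

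**Figure D3:**
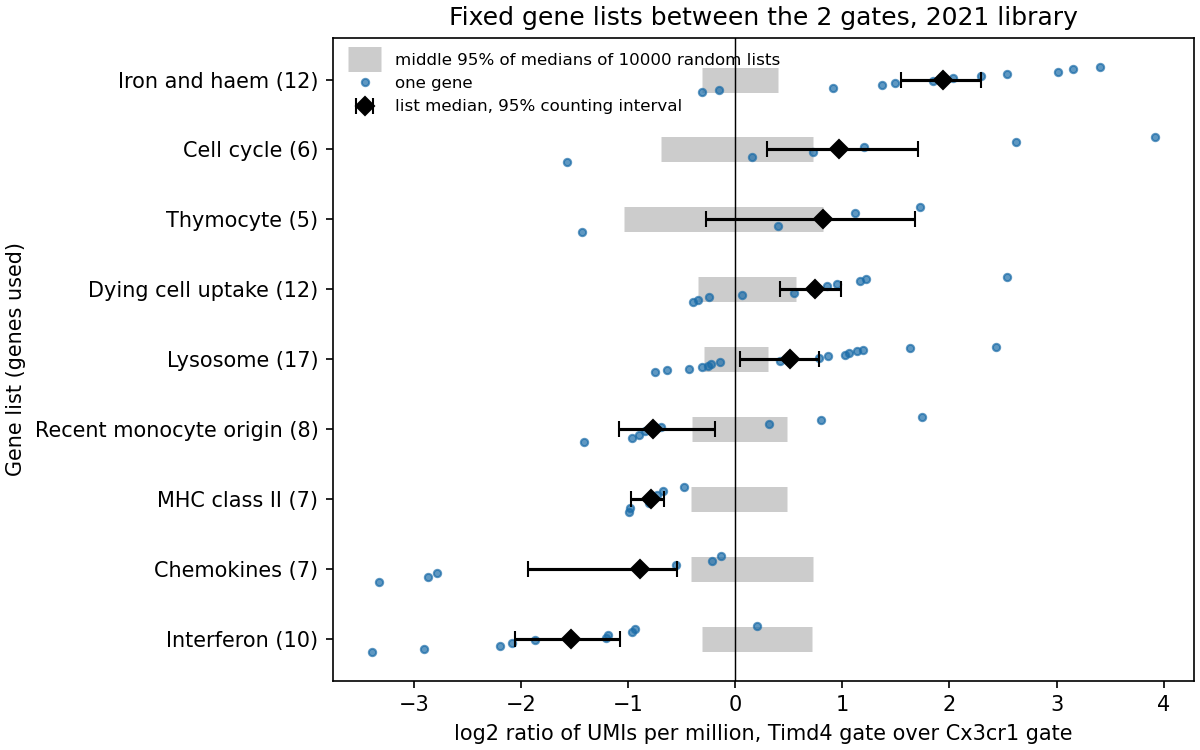
Log2 ratio of CPM, Timd4 gate over Cx3cr1 gate (x axis), for each fixed gene list (y axis, with the number of genes used). Small points are genes, diamonds are list medians with 95% counting intervals, and grey bars span the middle 95% of the medians of 10000 random lists. The iron and haem median of 1.94 lies farthest to the right and the interferon median of -1.54 farthest to the left.

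The last comparison concerned transcripts of thymocytes, the developing T cells that macrophages of the thymus take up. The 20 genes of the thymocyte list made up 0.0351% of UMIs in the Timd4 gate (34 UMIs, 0.0243 to 0.0491%) and 0.0182% in the Cx3cr1 gate (124 UMIs, 0.0151 to 0.0217%). The named classes that are neither macrophage-like nor T lineage-like, taken as background, held 0.0421% (2371 of 5635532 UMIs, 0.0404 to 0.0438%). NK and ILC-like cells, with 0.215%, raised this background, and neutrophil-like cells held 0.0265% (0.0238 to 0.0295%). T lineage-like cells held 1.65%. With the reported settings neither gate exceeded the pooled background, and the interval of the Timd4 gate includes the neutrophil-like value. Of the 124 UMIs in the Cx3cr1 gate, 62 came from 5 cells, and without them the share was 0.00955%. The Timd4 gate without its 1 such cell stood at 0.0306%. Choosing macrophage-like cells by UMIs gave 0.167% for the Timd4 gate, the largest move and above the pooled background. That gate also exceeded it without a cell filter (0.0464%), with the low-UMI cluster added (0.0487%) and with the highest doublet scores removed (0.0553%). It stayed below under the stricter filter (0.0289%), with doublets kept (0.0329%), at resolution 1.0 (0.0351%) and within the larger cluster (0.0210%). The background was that of the reported settings throughout and was not recomputed, although its classes change under several of these settings. Whether the Timd4 gate exceeds this fixed value thus depends on the setting. As a list in the gate comparison, 5 thymocyte genes had enough counts, and their median of 0.82 was above 98.0% of random lists, with a counting interval (-0.27 to 1.68) that includes 0.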

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

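Of the tests in this part, that of doublets for the Timd4 signal was set out before its result was seen, and the others were chosen only after their results were seen.

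Timd4 transcripts were counted outside the cells that the gate comparison used. Conventional DC-like cells held 106 Timd4 UMIs, 57% of all Timd4 UMIs in the kept cells, against 52 in macrophage-like cells. This is above the limit that a count of 0 allows. Free RNA would spread over all classes, and at the DC-like level neutrophil-like cells would hold 52.0 Timd4 UMIs, whereas 0 were counted. This argues against free RNA. A doublet of a DC with a macrophage would carry the abundant C1q transcripts. The 53 DC-like cells with a Timd4 UMI carried C1q genes at 32.4 CPM (13 to 66.7), 0.676% of the macrophage-like level of 4783, and the other 700 DC-like cells stood at 51.4 (42.6 to 61.3). This argues against doublets with macrophages. At resolution 1.0, an unnamed cluster of 179 cells led by Cd209e held 81 of the Timd4 UMIs, 125 CPM (99.1 to 155). It was left unnamed because Cox6a2, a plasmacytoid DC marker, and Timd4 itself, a macrophage marker, were among its 10 leading genes and no conventional DC marker was, although 5 conventional DC markers were raised in it. A candidate explanation is that a subset of DC-related cells of the adult thymus transcribes Timd4, although the identity of this cluster was not settled. In that case a Timd4 transcript by itself would not mark macrophages in this sort. The labels give no second group against which this could be tested, and reads of a related gene assigned to Timd4 were not examined.

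A second signal lies in the 2024 library, whose genes carry no names here. In it, 9 of 2815 barcodes (0.320%, 0.146 to 0.606%) had fewer than 50 detected genes although they held 659 to 1504 UMIs, while the 2021 library had 0 such barcodes and a minimum of 204 genes. Stretches of 13 consecutive gene rows, a length fixed in the search, were compared by their UMIs in the whole library. The leading stretch lay near the end of the table. It held 64.8% of the UMIs of these barcodes, against 2.68% in the whole library. The named 2021 list has its 13 mitochondrial genes in consecutive rows near its end. The match in the number of rows was set by the search, and only the position near the end was found. A further 3 rows, at 40.1%, 58.8% and 58.8% of the table's length, held 32.0% of the UMIs of these barcodes against 0.0114% in the library. In the named list Hbb-bt and Hbb-bs lie at 40.0% and Hba-a1 and Hba-a2 at 58.6%. Red blood cells or their fragments are a candidate explanation for the 3 rows. The 13-row stretch held the larger share of these UMIs, and no source was tested for it. Position alone does not name a gene, so red cells and other barcodes dominated by few genes cannot be told apart here. No explanation other than red cells was tested for these barcodes.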

How the results depend on the processing

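The settings chosen after the data were seen are the removal of the highest doublet scores, the added low-UMI cluster, the larger macrophage-like cluster alone, resolution 1.0 for gate results, the cell-cycle list without 1 cell, other thinning draws and named genes without their leading cell. All other settings were listed before. A value counts as moved where it left the counting interval of the reported value, and causes were not tested unless given.

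No paired analysis was possible because the labels give 1 group and gene names were used for 1 library only. For the same reason leaving out a replicate, the fit without a library block, DESeq2, camera and fry gave no values. The gate at 2 UMIs was not summed because only 9 cells passed it for Timd4, under the minimum of 10. With at least 10 counts in every sum the interferon list gave no value.

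The stricter cell filter gave 29.8% DC-like, 16.9% macrophage-like, 17.1% monocyte-like, 5.85% NK and ILC-like, 11.3% neutrophil-like and 7.50% T lineage-like cells, as a filter on depth removes shallow cells. With doublets kept, clusters were redrawn to 25.2% DC-like, 17.3% monocyte-like and 0% unnamed, and the macrophage-like cells formed 1 cluster. Without a cell filter 15.3% were macrophage-like and 3.27% unnamed. Removing the highest doublet scores gave 27.0% DC-like, 12.2% macrophage-like, 16.9% monocyte-like and 0% unnamed. Resolution 1.0 gave 18.1% conventional DC-like, 16.0% monocyte-like and 7.03% unnamed. It also named 48 plasmacytoid DC-like cells (1.51%) and 11 mast cell and basophil-like cells (0.345%), classes absent at resolution 0.5. Adding the low-UMI cluster brought macrophage-like cells to 15.2%.

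When macrophage-like cells were chosen by UMIs, the Timd4 gate share became 9.14%, and thymocyte UMIs 0.167% of the Timd4 gate and 0.0331% of the Cx3cr1 gate. List medians became -1.30 for MHC class II, 0.24 for dying cell uptake, 1.26 for iron and haem, 0.030 for lysosome and 2.05 for thymocyte genes. The list for recent monocyte origin changed direction, to 0.051, at a percentile of 50.31, so its direction depends on how macrophages are chosen. Its percentile was also inside the middle 95% of random lists under the stricter filter (6.89) and with doublets kept (3.72).

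The Cx3cr1 gate share was 40.2% without thinning and 21.0% at 1000 UMIs, since detection falls with depth. The overlap ratio was 0 at 1000 UMIs (upper limit 1.25), at resolution 1.0 (0.604) and with the highest doublet scores removed (0.650). With the low-UMI cluster added it was 0.162 (upper limit 0.895), and in the 4 remaining choices of cells the interval included 1. Resolution 1.0 gave a thymocyte share of 0.0220% in the Cx3cr1 gate. Removing the highest doublet scores gave 0.0553% in the Timd4 gate and an MHC class II median of -1.62. The stricter filter put that median at -1.06. Without thymocyte genes and cells it was -0.66, and the cell-cycle median was 0.025. Leaving out only the Timd4-gate cell rich in thymocyte transcripts gave 0.042.

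Median-of-ratios scaling lowers every ratio by 0.33 by construction, giving -1.12 for MHC class II, 0.42 for dying cell uptake and -1.10 for recent monocyte origin. No list with a median above 0 changed direction under it, and those below 0 could not. At least 10 counts in every sum gave 1.06 for dying cell uptake. Without a gene filter, Tyro3 and Gas6 entered that list at a log2 ratio of 4.40. Each had 0 UMIs in the Timd4 gate and 1 in the Cx3cr1 gate, so the floor set this value. Within the larger macrophage-like cluster, with 12 Timd4-gate cells, the medians were -0.13 for MHC class II, 0.40 for iron and haem and -0.88 for interferon, and the thymocyte share of the Timd4 gate was 0.0210%.

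Of the list medians under alternatives, 83 stayed within their intervals, 17 moved with their direction kept and 1 reversed. Of their percentiles, 87 stayed on the same side of the middle 95% of random lists, among them 9 under median-of-ratios scaling, which cannot change a percentile, and 14 did not. The interferon and chemokine medians stayed below 0 and the iron and haem median above 0 in every setting that gave a value. Depth limits these results most in the Timd4 gate, whose 96744 UMIs put a count of 3 at 31.0 CPM.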

Other observations

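The tests in this part were chosen only after the results were seen, except that leaving out thymocyte genes and cells had been decided before, and that the list of serous cavity genes was written before its values were seen, although the cells it was compared with were changed afterwards.

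Most kept cells were not macrophage-like although the library was sorted on CD64. The other named classes held C1q transcripts at 3.93% of the macrophage-like level (188 against 4783 CPM), but C1q genes are among the naming markers, so whether the naming was too strict cannot be told apart by this value. If Fcgr1 had only been missed at low depth, its pooled level would not differ between classes. It was 5.59 CPM outside the macrophage-like and monocyte-like classes and 114 in macrophage-like cells, beyond the counting intervals. Cells without Fcgr1 carried through the sort remain a candidate explanation, but their share was not measured. The named classes other than macrophage-like and monocyte-like made up 67.2% of the kept cells and held 30 Fcgr1 UMIs. Surface CD64 was not measured here, and antibody bound through other Fc receptors or a wide sort gate cannot be told apart from RNA alone.

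Xist was counted in 871 cells and Y-linked genes (4 genes) in 158. With a single sex and free RNA, both would be found together as often as depth allows, in 48.8 cells. They were found together in 11, a ratio of 0.225 (0.113 to 0.403), which argues against a single sex. Cells of both kinds were present in all 7 named classes, which is consistent with mice of both sexes having been pooled for this library. The labels do not give the sex of the mice. Class shares and gate values were not compared between the sexes.

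The unnamed cluster of 45 cells with a median of 681 UMIs carried C1q genes at 15548 CPM, above the smaller macrophage-like cluster at 10521. It also carried Timd4 at 205 CPM (10 UMIs, 98.2 to 377), an interval that overlaps that of the smaller macrophage-like cluster (138, 94.1 to 194). Its leading genes Prg4 and Alox15 belong to a set known from macrophages of the serous cavities. A further 7 genes of that kind (Gata6, Icam2, Selp, F5, Tgfb2, Naip1 and Garnl3) were together at 635 CPM (31 UMIs, 431 to 901) in this cluster and at 21.5 (5 UMIs, 6.98 to 50.2) in the smaller macrophage-like cluster. The larger macrophage-like cluster stood at 24.3 (30 UMIs, 16.4 to 34.7). The ratio of 29.5 to the smaller cluster argues against shallow copies of the average named macrophage-like cell. Deeper cells of the same kind within the named class stay open, since Pf4 and Prg4 were among the leading genes of the larger macrophage-like cluster under the stricter cell filter. It is consistent with serous cavity macrophages carried over at dissection, as a hypothesis. Against a simple reading, Gata6 had 0 UMIs, whose exact upper limit at this depth is 75.6 CPM, and 13 of the 31 UMIs were of Icam2. Selp, F5 and Pf4 (139 UMIs) are also genes of platelets, whose RNA was not tested as a source. Cells this shallow may also be damaged, and their median mitochondrial share was 1.23% against 0.788% in all kept cells.

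The gates differ in the clusters from which they draw, so the list contrasts may reflect the difference between the 2 macrophage-like clusters. Within the larger cluster alone, the MHC class II list stood at the 11.71 percentile of random lists, inside their middle range. Leaving out a cluster drawn from the same expression can itself remove a contrast, so the cluster difference and a contrast of MHC class II with Timd4 itself cannot be told apart. The dying cell uptake and lysosome lists stood at 91.47 and 65.5 there, also inside the middle range, while recent monocyte origin stood at 1.24 and chemokines at 0.03. The interferon list stayed at the 0.08 percentile there, with a median of -0.88 (-1.41 to -0.34), which argues against the cluster difference as its whole cause. The iron and haem list stood at the 98.08 percentile with a median of 0.40 (0.20 to 1.10) against 1.94 in all macrophage-like cells. Because the clusters were drawn from the same expression, and Vcam1, Spic and Slc40a1 lead the smaller one, this drop does not show the cluster difference to be the source. What remained lay only just past the middle 95% of random lists, on 12 Timd4-gate cells. With doublets kept the macrophage-like cells formed 1 cluster, so the split itself depends on the setting.

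Thymocyte RNA in the gates was tested by leaving out thymocyte genes and cells with at least 5 thymocyte UMIs. The percentile was then 100 for iron and haem, 0 for interferon and 0.13 for MHC class II, which argues against thymocyte RNA as the source of these 3 contrasts. The cell-cycle list fell to a percentile of 52, so its contrast may come from cells with 5 or more thymocyte UMIs, of which the Timd4 gate had 1. Without that cell alone the percentile was 51.38. Whether that cell is a dividing macrophage with engulfed thymocyte RNA or a doublet was not tested. The biological hypothesis that stays open concerns macrophage-like cells of the adult thymus. It is that those with Timd4 transcripts carry less of an interferon programme and more of an iron-handling programme than those with Cx3cr1 transcripts. It rests on 1 library with no replicate. C1qa was counted in 92 of 176 Cx3cr1-gate cells against 30 of 31 Timd4-gate cells, so a difference in kind of cell between the gates stays open. With cells chosen by UMIs, which requires C1q UMIs, the medians were 1.26 for iron and haem and -1.68 for interferon.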
